A study of Mus musculus with 6 samples.

How the data were processed

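RNA was measured in the tibialis anterior, a muscle at the front of the lower hind leg, of adult mice. There were 3 wild-type (WT) muscles and 3 muscles of mice in which Dock3 was knocked out (Dock3 KO). Dock3 encodes a guanine nucleotide exchange factor, a protein that activates the small GTPase Rac. Total RNA was depleted of ribosomal RNA, made into stranded libraries and sequenced as read pairs on an Illumina instrument, per the labels' protocols. Genotype was taken from the genotype label of each sample. Replicate numbers were taken from the sample titles, which number the WT samples 1, 3 and 4 and the Dock3 KO samples 1, 2 and 3. The numbers were taken to name animals, which the labels do not state. Same-numbered samples of the 2 genotypes come from different animals. All 6 value columns of the table were used.

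The authors deposited 1 table of normalized counts, recorded here as a signal per gene because the values are neither whole numbers nor a unit with a fixed sum. It lists 54393 mouse Ensembl gene identifiers without versions. The aligner, the counting tool, the genome build, the gene annotation, the use of strand in counting and the normalization method are not stated in the labels or in the deposited table. A normalization of this kind puts the 6 samples on a common scale by a factor, so a fold change between groups depends on that factor. How reads that match several genes were assigned is not stated either, so the values of a gene with a near-identical copy elsewhere are uncertain.

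All 54393 identifiers were found in the GENCODE M21 annotation, which lists 55450 genes on GRCm38. Symbols, gene types and positions are those of GENCODE M21 and are 1-based. The authors' own build may be another. Overlapping genes were looked up in the same annotation.

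The depth of each sample was read from the low values. The most frequent low value of a sample, taken as the worth of 1 read, lay between 0.775 and 1.52 normalized counts. Only 15.1% to 25.6% of the low values of a sample were whole multiples of it, so whole reads were not recovered and tests that need whole reads were not run. Dividing each sample's sum by that value gives approximately 21700000 to 32500000 reads per sample. These are estimates of depth, not counts, so no counting interval is given for any value. Precision rests on the 3 replicates of each group.

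Values were converted to log2(normalized count + 1), so every log2 difference below is on that scale, which understates the change of genes with low values. Genes with a mean of at least 10 normalized counts over the 6 samples were kept. The 2 genotypes were compared over all 6 samples with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a prior variance that follows mean expression), without covariates. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p of 0.05. The design and the choice of tests were set before the data were examined, as were 11 gene lists holding 204 genes. The lists cover the DOCK family, partners in Rac signalling, myoblast fusion, myogenic regulators, slow and fast fibre genes, the dystrophin complex, extracellular matrix, inflammation, glucose metabolism and atrophy. Genes of the lists were also adjusted over the lists alone. Whole lists were tested with limma's camera, a test of whether a list moved against the other genes, with an inter-gene correlation of 0.01 and at least 5 genes per list. Lists of erythrocyte, adipocyte and nerve markers, of Y-linked genes and of Xist were also written before the data were examined. Gene-by-gene tests of 3 against 3 values by exact permutation cannot give a two-sided p below 0.1.

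Genes named in the text follow a rule set at the same time. It takes Dock3, the 5 largest changes in each direction among genes past the threshold whose groups do not overlap, and up to 10 genes of the lists past the threshold over the lists, in order of p. Genes named outside the rule are marked as chosen after their values were seen. Where a gene was listed at 0 in every sample of a group, each library's value is given and no fold change.

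The limma steps were tested on simulated data for 16012 genes, of which 200 were changed by known amounts. Of these, 199 were called, all in the right direction, and 14 unchanged genes were called. The sizes of the changes and the spread between replicates were those set in the simulation, not those of the muscle samples. These counts therefore check that the steps work. They do not estimate what share of real changes was found, least of all for small changes or genes with low values.

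Near-identical copies of the called genes, and of 3 genes per called gene matched on mean expression, were searched with blastn 2.17.0, using the longest transcript of each gene against all GENCODE M21 transcripts. A copy had at least 95% identity over at least 50% of the shorter of both transcripts, at least 100 aligned bases, and a position that does not overlap the gene. Where several copies were found, the copy with the highest mean value was used. Randomization, Fisher's exact and binomial tests were run in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

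The alternatives tried were pseudocounts of 0.1 and 10, no filter on low values, a minimum mean of 50, rescaling to the same total, quantile normalization, a prior variance without trend, robust prior variance, the replicate number as a block, and leaving out each sample in turn. For the lists they were camera with the correlation estimated per list and fry, a rotation test. Fry asks whether the genes of a list changed, not whether they moved against the other genes. Further alternatives chosen after seeing the data were log2 Gm42418 as a covariate, protein-coding genes only, a correction for GC content and transcript length, the DOCK family list without Dock3, and fry and camera with an estimated correlation for the marker lists.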

Results

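Gene expression was measured by RNA sequencing in adult mouse tibialis anterior muscle of 2 genotypes, with n = 3 muscles in the WT group and n = 3 in the Dock3 KO group. The comparison asks which transcripts change in adult muscle when Dock3 is absent. The normalized counts of WT replicates 1, 3 and 4 summed to 25067298, 23520223 and 26507063. Those of Dock3 KO replicates 1, 2 and 3 summed to 33393950, 33016889 and 25148575. From the low values, these sums correspond to approximately 28300000, 28400000 and 32200000 reads in WT and 23800000, 21700000 and 32500000 reads in Dock3 KO. Between 23860 and 25185 genes per sample were listed above 0. Dock3 KO replicates 1 and 2 therefore had the fewest reads behind their values, and 1 read there is worth 1.40 and 1.52 normalized counts, against 0.775 to 0.886 in the other 4 samples.

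Dock3 was examined first, since its values check the genotype labels. Dock3 (ENSMUSG00000039716) is a protein-coding gene on the minus strand of chromosome 9, from 106892825 to 107231909 in GENCODE M21 (GRCm38). It overlaps 7 other annotated genes, 1 of them on the same strand. It was listed at 169, 161 and 118 normalized counts in WT replicates 1, 3 and 4, and at 22.4, 1.78 and 1.54 in Dock3 KO replicates 1, 2 and 3. The means were 150 ± 27.5 (SD, n = 3) in WT and 8.57 ± 11.97 (SD, n = 3) in Dock3 KO. Every Dock3 KO value lay below every WT value. The log2 difference was -4.76 with a standard error of 0.752 and an adjusted p of 0.0140 (limma with Benjamini-Hochberg adjustment). An exact two-sided permutation test gave p = 0.1, the smallest p that 3 against 3 samples allow. As a share of the WT mean, Dock3 KO replicate 1 stood at 14.98%, replicate 2 at 1.19% and replicate 3 at 1.03%. The estimate moved most with a pseudocount of 10, to -3.27, and its adjusted p ranged from 0.000273 to 0.123 over 18 alternatives (limma with Benjamini-Hochberg adjustment).

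Samples were then compared over all genes tested. Pearson's r between samples on the log2 scale, taken across genes, which are not independent replicates, was 0.947 to 0.968 within WT, 0.955 to 0.962 within Dock3 KO and 0.929 to 0.951 between genotypes. The first principal component held 35.7% of the variance and separated the genotypes, with WT samples between -48.2 and -32.5 and Dock3 KO samples between 30.9 and 51.8. The second held 21.2%. A pair of genes, Gm42418 on chromosome 17 and Lars2 on chromosome 9, chosen after their values were seen, took an unequal share of the samples. Together they made up 3.51%, 3.49% and 3.00% of the summed normalized counts of WT replicates 1, 3 and 4. In Dock3 KO replicates 1, 2 and 3 they made up 17.9%, 20.3% and 3.64%. Both samples with the large share belong to Dock3 KO, and 1 Dock3 KO sample is too few to repeat the comparison among the others, so this difference and genotype cannot be told apart for those samples.

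**Figure D1:**
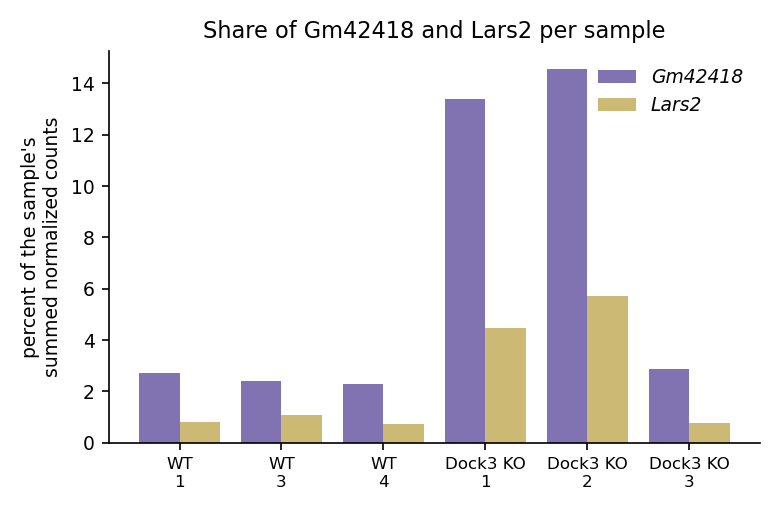
Bars give the percent of each sample's summed normalized counts taken by Gm42418 and by Lars2 in the 3 WT and 3 Dock3 KO samples. Gm42418 stands at 13.4% and 14.5% in Dock3 KO replicates 1 and 2 and between 2.29% and 2.87% in the other 4 samples.

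Of 16031 genes tested, 165 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). Of these, 71 were higher and 94 lower in Dock3 KO, so that 43.0% were higher. A change of at least 2-fold was found for 142 of them, 56 higher and 86 lower. The median absolute log2 difference of the 165 genes was 2.01. In all 165 genes the values of the genotypes did not overlap, so that each Dock3 KO sample, replicate 3 included, lay outside the WT range. Over all genes tested, 2605 (16.3%) did not overlap, against 10% given by chance for 3 against 3. At an unadjusted p under 0.05 there were 1685 genes (10.5%). The count moved most when log2 Gm42418 was added as a covariate, an alternative chosen after seeing the data, which left 57 genes, 53 of them among the 165.

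By gene type, 108 of the 165 genes were protein-coding (55 higher and 53 lower), 38 were pseudogenes, 14 were long non-coding or unconfirmed genes and 5 were of other types. Pseudogenes made up 23.03% of the called genes and 3.03% of the genes tested (odds ratio 10.3, two-sided Fisher's exact p = 4.49e-23), and 32 of the 38 were lower in Dock3 KO. In total, 8 called genes were listed at 0 in all Dock3 KO samples, all 8 of them pseudogenes, and 7 were listed at 0 in all WT samples. A near-identical copy was found for 69 of the 165 genes (41.8%), so their values are uncertain where reads could be assigned to either copy. The rule also counts a short match to a small transcript. For Cdk6, chosen after its values were seen, the match was 126 aligned bases at 95.2% identity. The count of 69 is therefore not a count of genes whose whole sequence is shared.

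**Figure D2:**
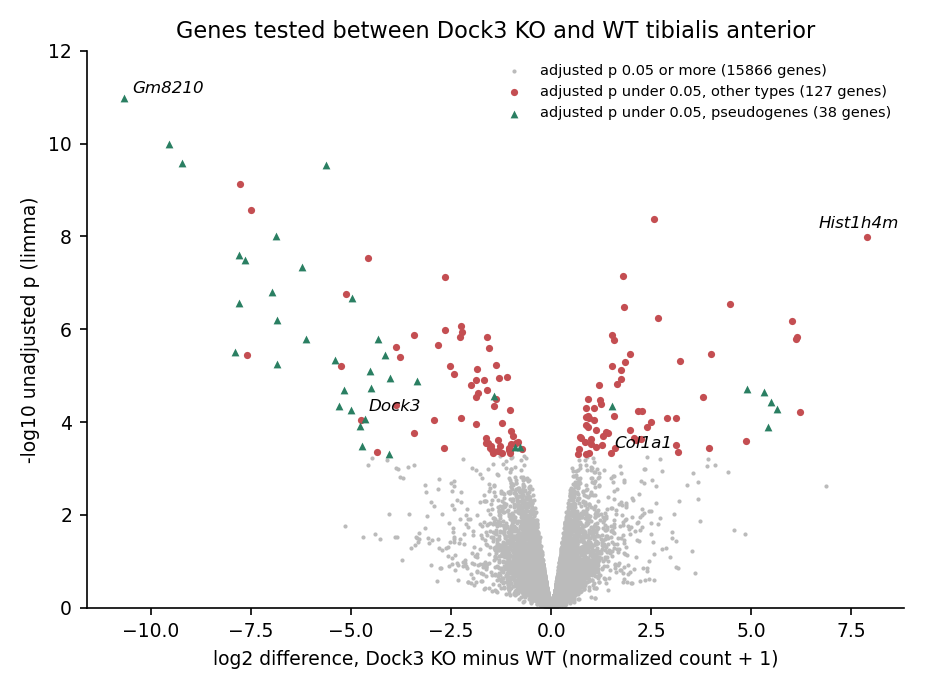
Each point is 1 of the 16031 genes tested, with the log2 difference of Dock3 KO minus WT on the x axis and -log10 of the unadjusted limma p on the y axis. Coloured points are the 165 genes with an adjusted p under 0.05, triangles are the 38 pseudogenes among them, most of which lie on the left (32 lower in Dock3 KO).

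The 5 called genes with the largest decrease were all processed pseudogenes, copies of a transcript inserted elsewhere in the genome. Gm8210 (chromosome 1, 43189156 to 43189638, plus strand, within a stretch overlapped by Fhl2 on the other strand) was listed at 1322, 1783 and 1870 normalized counts in WT replicates 1, 3 and 4 and at 0 in all 3 Dock3 KO samples. Gm12191 (chromosome 11, 49678710 to 49679057, minus strand, overlapped by Cnot6 on the same strand) was listed at 725, 714 and 832 in WT and at 0 in all Dock3 KO samples. Rpl3-ps1 (chromosome X, 13202571 to 13203780, plus strand) was listed at 515, 648 and 626 in WT and at 0 in all Dock3 KO samples. Gm9825 (chromosome 6, 7982541 to 7983383, minus strand) was listed at 142, 284 and 271 in WT and at 0 in all Dock3 KO samples. Adjusted p-values for these 4 genes were 1.67e-07, 8.03e-07, 1.14e-06 and 4.10e-05 in the same order (limma with Benjamini-Hochberg adjustment). Morf4l1-ps1 (chromosome 16, 24529394 to 24530362, plus strand, overlapped by Lpp on the same strand) had means of 560 ± 122 in WT and 3.83 ± 6.64 in Dock3 KO (SD, n = 3 each), a log2 difference of -7.89 with a standard error of 0.839 and a limma adjusted p of 0.00123.

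Each of these pseudogenes has a near-identical protein-coding copy. Transcript identity was 99.6% between Gm8210 and Rpl29, 99.7% between Gm12191 and Rpl30, 99.9% between Rpl3-ps1 and Rpl3, 99.4% between Gm9825 and Rnps1, and 100% over 172 aligned bases between Morf4l1-ps1 and Morf4l1. The copies, chosen as the match with the highest mean value, had higher means in Dock3 KO. Among these copies only Rpl29 was past the threshold (limma adjusted p 8.0e-05). The others were not, with Rpl30 at a limma adjusted p of 0.108. Mean values in WT and Dock3 KO were 980 and 3387 normalized counts for Rpl29, 1688 and 2741 for Rpl30, 1099 and 1379 for Rpl3, 665 and 881 for Rnps1, and 2114 and 2836 for Morf4l1.

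**Figure D3:**
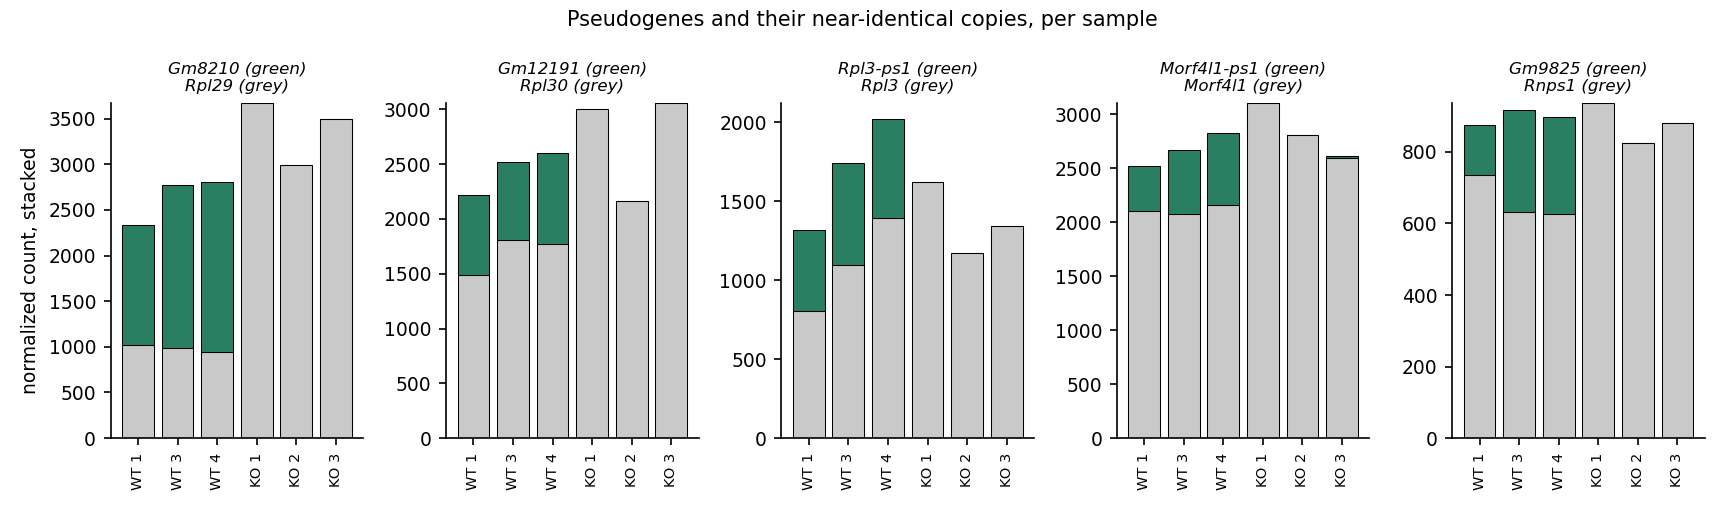
Stacked bars give normalized counts per sample (y axis) of 5 pseudogenes (green) on top of those of their near-identical copies (grey). In WT samples Gm8210 adds 1322 to 1870 normalized counts to Rpl29, and in the 3 Dock3 KO samples it is listed at 0.

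The 5 called genes with the largest increase were annotated as protein-coding. Hist1h4m (chromosome 13, 21811746 to 21812147, plus strand) was listed at 0 in all WT samples and at 189, 268 and 262 normalized counts in Dock3 KO replicates 1, 2 and 3 (limma adjusted p 1.86e-05). Gm10600 (chromosome 4, 42240639 to 42242685, plus strand) was listed at 0 in all WT samples and at 71.0, 63.8 and 74.4 in Dock3 KO (limma adjusted p 0.000743). Prss55 (chromosome 14, 64075438 to 64090162, minus strand), which overlaps Prss51 on the other strand, was listed at 0 in all WT samples and at 72.7, 67.1 and 64.3 in Dock3 KO (limma adjusted p 0.000743). Gvin1 (chromosome 7, 106156556 to 106215326, minus strand) had means of 9.90 ± 8.60 in WT and 518 ± 275 in Dock3 KO (SD, n = 3 each), a log2 difference of 6.21 with a standard error of 0.935 and a limma adjusted p of 0.0106. Gm16867 (chromosome 14, 69363504 to 69503362, minus strand) was listed at 0, 0.75 and 1.49 in WT replicates 1, 3 and 4 and had a mean of 105 ± 9.29 (SD, n = 3) in Dock3 KO, with a limma adjusted p of 0.000438. Near-identical copies were found for Hist1h4m (Hist1h4h), Gm10600 (Gm17167), Gvin1 (Gm4070) and Gm16867 (Slc25a37), and none for Prss55. Gvin1 and Gm16867 also overlap other annotated genes on the same strand, Gm18853 and Gm38378. Gm16867 further overlaps Gm21451 and Entpd4 on the other strand. Gm17167, Gm18853, Gm21451 and Entpd4 were also called higher, so several of these increases share a place or sequence with another call. Hist1h4n, which has the same copy as Hist1h4m, was called lower, with means of 405 in WT and 84.9 in Dock3 KO. These further called genes were chosen after their values were seen.

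Of 204 genes on the 11 lists written before the data were examined, 187 were tested. Adjusted over the lists alone, 20 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 13 higher and 7 lower in Dock3 KO. Adjusted over all genes tested, 9 of the 187 passed. The count over the lists moved most with a prior variance without trend, to 1 gene. The increases included genes of the extracellular matrix list. Col1a1 (chromosome 11, 94936224 to 94953042, plus strand) rose from 3147 ± 1034 in WT to 7882 ± 934 in Dock3 KO (SD, n = 3 each), a log2 difference of 1.38 with a standard error of 0.235 (limma adjusted p 0.00710 over the lists). Col3a1 (chromosome 1, 45311538 to 45349706, plus strand) rose from 3630 ± 556 to 6598 ± 370 (SD, n = 3 each), a log2 difference of 0.87 (limma adjusted p 0.00706 over the lists). The log2 differences of Fbn1, Col6a3 and Col1a2 were 0.71, 0.84 and 0.88. Over all genes tested, the limma adjusted p of Col1a2 was 0.0537, so it passed over the lists only. Col3a1, Col6a3 and Col1a2 each overlap 1 other annotated gene on the same strand, as does Tbc1d4 of the next list.

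On the glucose metabolism list, Pdk4 (chromosome 6, 5483351 to 5496309, minus strand), which encodes a kinase that inhibits pyruvate dehydrogenase, was listed at 1581, 908 and 1000 normalized counts in WT and at 3125, 11092 and 4307 in Dock3 KO replicates 1, 2 and 3. Its log2 difference was 2.23 with a standard error of 0.398 (limma adjusted p 0.00710 over the lists). Tbc1d4 (chromosome 14, 101442360 to 101609191, minus strand), which encodes a regulator of glucose transporter traffic, rose from 191 ± 22.4 to 591 ± 184 (SD, n = 3 each), a log2 difference of 1.58 with a standard error of 0.242 (limma adjusted p 0.00706 over the lists). Lower in Dock3 KO were Gadd45a of the atrophy list (chromosome 6, 67035096 to 67037457, minus strand), at 576 ± 196 in WT and 228 ± 28.9 in Dock3 KO (SD, n = 3 each), and Ncam1 of the myogenic regulators (chromosome 9, 49502136 to 49798925, minus strand), at 188 ± 37.8 and 78.7 ± 14.9 (SD, n = 3 each). Their log2 differences were -1.28 and -1.24, with limma adjusted p-values of 0.00782 and 0.00961 over the lists. Mymx (chromosome 17, 45600971 to 45602102), next in order of p and named after its values were seen, encodes a small protein of myoblast fusion. It was listed at 8.61, 41.7 and 26.3 in WT replicates 1, 3 and 4 and at 0 in all 3 Dock3 KO samples, with a limma adjusted p of 0.00992 over the lists and 0.0544 over all genes.

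**Figure D4:**
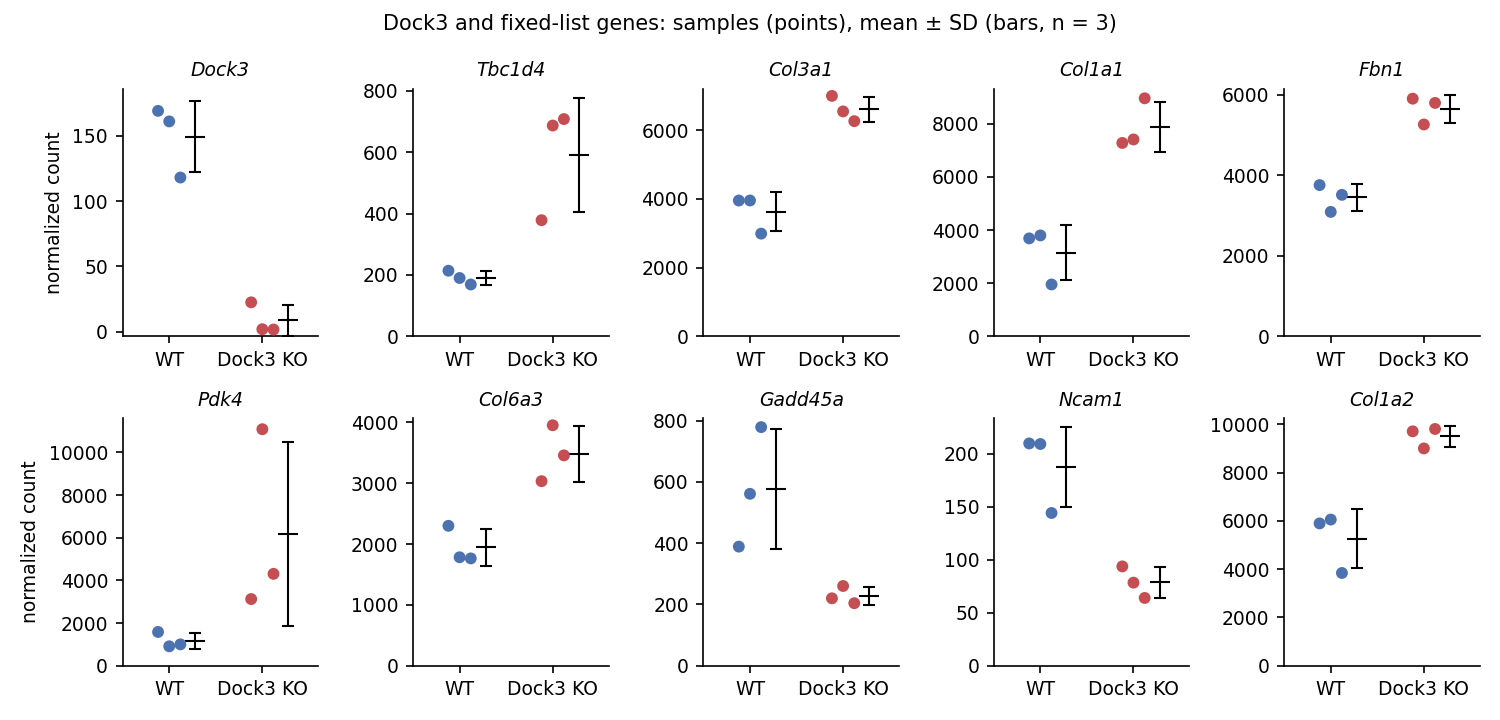
Points give the normalized count of each sample (y axis) for Dock3 and 9 genes of the lists in WT and Dock3 KO, and bars give the mean ± SD of n = 3. In each of the 10 panels the values of the genotypes do not overlap. Dock3 lies between 118 and 169 in WT and at 22.4, 1.78 and 1.54 in Dock3 KO.

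As whole lists, 4 of 11 had an adjusted p under 0.05 with camera from limma and Benjamini-Hochberg adjustment over the lists. The extracellular matrix list (21 genes tested) was higher in Dock3 KO, with a median log2 difference of 0.55 and an adjusted p of 1.99e-09 (limma camera). The DOCK family (11 genes, median -0.23, adjusted p 0.0287), myoblast fusion (20 genes, median -0.24, adjusted p 0.0409) and myogenic regulators (17 genes, median -0.20, adjusted p 0.0409) were lower (limma camera). The number of genes with a log2 difference above 0 was 15 of 21, 2 of 11, 8 of 20 and 4 of 17 in the same order. Without Dock3 the DOCK family list had an adjusted p of 0.126 (limma camera). The other 7 lists did not pass, with adjusted p-values from 0.143 for inflammation to 0.990 for Rac signalling partners (limma camera). The count moved most when the correlation between genes was estimated from each list, which left 0 lists past the threshold, 2 with an unadjusted p under 0.05, and a smallest adjusted p of 0.186 for the extracellular matrix (limma camera). With fry from limma, the adjusted p of the extracellular matrix list was 0.0222.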

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

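The alternatives planned before the data were examined were run together with others chosen after seeing the data, namely log2 Gm42418 as a covariate, protein-coding genes only, a GC content and length correction, the DOCK family list without Dock3, and further tests of the marker lists. The planned tests on whole reads, edgeR and DESeq2, were not run, because whole reads were not recovered from the normalized values. Where a value moved below, the cause was not tested unless a test is given.

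The main count of 165 stayed between 127 and 221 with other pseudocounts, filters, scalings, a robust prior variance, the replicate block and the GC content and length correction. A prior variance without trend gave 104 genes (34 higher, and 32.7% higher against 43.0%), of which 94 were among the 165. It gave 1 gene of the lists past the threshold, against 20, and Dock3 at -4.76 with an adjusted p of 0.123. Log2 Gm42418 as a covariate gave 57 genes (17 higher, 40 lower, 57 changed at least 2-fold), 53 of them among the 165, with 8 genes of the lists and 1 list. Dock3 then stood at -5.94 with an adjusted p of 0.0836. Protein-coding genes only gave 104 genes (50 lower, 87 changed at least 2-fold), 102 of them among the 108 protein-coding genes of the 165.

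Rescaling to the same total gave 177 genes, 133 of them among the 165, and moved the split to 41 higher and 136 lower, 23.2% higher against 43.0%. It shifted the median of all genes by -0.27. This scaling divides each sample by its sum, so it lowered Dock3 KO replicates 1 and 2 most. Their sums were the largest (33393950 and 33016889), and Gm42418 and Lars2 made up 17.9% and 20.3% of them. Relative to the median of all genes, the extracellular matrix median was 0.56, against 0.56 in the main setting, and its own median stayed above 0 at 0.28. Relative to the median of all genes, those of the DOCK family, myoblast fusion and myogenic regulators were -0.22, -0.23 and -0.18 with this scaling and -0.19, -0.27 and -0.21 with quantile normalization. Of the 5 named matrix genes, Col3a1, Fbn1, Col6a3 and Col1a2 were not past the threshold over the lists when rescaled (limma adjusted p 0.0814, 0.152, 0.0883 and 0.105), nor with the replicate block or the Gm42418 covariate.

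Of the 4 lists past the threshold, 2 passed with a minimum mean of 50, 0 with camera and an estimated correlation (2 at an unadjusted p under 0.05), 3 with fry (adjusted p 0.0222 for the extracellular matrix and for the DOCK family and 0.0336 for myoblast fusion, limma), and 1 with the DOCK family list without Dock3, since the adjustment over the lists then moves the others.

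With the replicate block, 127 genes passed, 100 of them among the 165, with 6 genes of the lists and 2 lists, and Dock3 at -4.43. The fit has 1 residual degree of freedom. Same-numbered samples are different animals, and their deviations from the group means correlated at 0.065 and 0.0066 across genes. The 7 other pairs of a WT and a Dock3 KO sample lay between -0.077 and 0.082. These values give no sign of pairing by number, but 2 same-numbered pairs are too few to exclude it.

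Across the 6 fits that each left out one sample, the number of genes ranged from 98 to 159, those higher from 35 to 67, those lower from 58 to 93, those changed at least 2-fold from 94 to 148, genes of the lists from 11 to 22, and lists from 1 to 5. The extracellular matrix list passed in all 6. The DOCK family and myoblast fusion did not pass without WT replicate 1 or Dock3 KO replicate 2, nor myoblast fusion without WT replicate 4. Myogenic regulators passed only without WT replicate 3 and without Dock3 KO replicate 3. The counts of 5 include inflammation in 1 fit, and slow fibre and glucose metabolism in another. Between 93 and 124 of the 165 genes passed in a single such fit, 79 passed in all 6 and 18 in none. Dock3 ranged from -5.81 to -4.21 and was not past the threshold in 5 of the 6. It passed without Dock3 KO replicate 1, the sample with the highest Dock3 value in its group, so spread among Dock3 KO samples limits its p-value. Over all alternatives its adjusted p ranged from 0.000273 to 0.123.

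For the other 19 named genes, 335 values were computed, 305 with an unchanged side of the threshold and 30 no longer past it, with none in the opposite direction. Of the 30, 2 came from leaving out a sample, both for Gvin1, and 28 from other settings, 10 of them from the prior variance without trend. Dock3 KO replicates 1 and 2 had the lowest depth, near 23800000 and 21700000 reads, and what this limits was not tested.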

Other observations

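Of the tests below, those of the sample splits, of blocks without near-identical copies, of the windows of 1 and 5 Mb around Dock3, of the share of pseudogenes, of pseudogenes that hold at least 20% of their copy, of WT RNA in Dock3 KO replicate 1, of Gm42418 and Lars2, of the DOCK family list without Dock3, and of the tissue marker lists were chosen only after the result was seen; the marker lists themselves, and camera with an estimated correlation for the 11 lists, were set before.

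Of the 10 splits of the 6 samples into 3 and 3, 1, the split by genotype, gave 165 or more genes past the threshold. The same held for the 71 higher genes (1 of 10), the 94 lower genes (1 of 10), the 142 genes changed at least 2-fold (1 of 10), the 20 genes of the lists (1 of 10) and the 4 lists (1 of 10). The other splits gave at most 1 gene, at most 3 lists and 0 genes of the lists. At an unadjusted p under 0.05 they gave 453 to 1349 genes and up to 22 genes of the lists, against 1685 and 37 for genotype. At the same level they gave up to 4 lists, as many as genotype, so this count of lists does not set genotype apart. The splits that put Dock3 KO replicates 1 and 2 with a WT sample against the others gave at most 1 gene. Of the 4 splits that part both same-numbered pairs, 1 gave as many genes; the others part fewer pairs. With 10 splits the share cannot fall under 0.1, so none of these results can be told apart from a chance division of the samples by this count alone. That 3 lists passed in splits that mix the genotypes shows that camera at a correlation of 0.01 passes lists here in divisions that are not by genotype.

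The 165 genes differ in kind and position from the genes tested. Pseudogenes are 38 of them, against a median of 4 and at most 15 in 10000 random sets matched on mean expression (share 0.0001, the smallest these draws can give), so low expression of pseudogenes does not account for it. Of all 485 pseudogenes tested, 258 were lower in Dock3 KO (exact binomial p = 0.173, median log2 difference -0.04). Of the 447 not called, 226 were lower (exact binomial p = 0.850, median log2 difference -0.0022). Leaving out the called genes splits the set by the change itself, so the smaller set cannot decide whether pseudogenes shifted as a class. A near-identical copy was found for 69 of the 165 genes and for 67 of 495 matched genes (41.8% against 13.5%, two-sided Fisher's exact p = 1.69e-13). Called genes lay within 1 Mb of each other in 54 pairs, against a median of 21 in 10000 random sets (share 0.0002). Among the 96 called genes without a near-identical copy there were 15 such pairs against a median of 7 (share 0.0153). These 96 still include 1 gene, Gm2539, that is the copy of another called gene, 1 overlapping pair, and family members of lower identity, so gene families are not ruled out. Called genes were found on 21 chromosomes. Within 10 Mb of Dock3, 3 of 216 genes tested were called (1.39%; Rpl29, Rab6b and Parp3), against 161 of 15814 elsewhere (1.02%, one-sided Fisher's exact p = 0.381). In narrower windows, chosen after the positions were seen, 3 of 159 were called within 5 Mb (1.89%, one-sided Fisher's exact p = 0.223) and 2 of 56 within 1 Mb (3.57%, one-sided Fisher's exact p = 0.112). The latter are Rpl29 and Parp3, at 0.461 and 0.416 Mb from Dock3, so carry-over of the immediate flank is not ruled out for them.

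A candidate explanation is that the WT and Dock3 KO mice differ in genetic background at places across the genome, so that part of the 165 genes reflects sequence variants or the presence of a gene copy, not loss of Dock3. This is a hypothesis. The clustering (share 0.0002) is what it predicts, and genes carried along next to Dock3 (one-sided Fisher's exact p = 0.381) would be too few to account for the calls. Reads shared with near-identical copies (Fisher's exact p = 1.69e-13) cannot be separated from it, since a variant in 1 copy can change which copy its reads are assigned to. Clusters of co-regulated genes were not tested. The WT sample titles begin with C57, which does not name a substrain, and the Dock3 KO titles with KO. The labels give no other strain or breeding record. Single genes fit the same picture and were chosen after their values were seen. Gm15920 on chromosome 5 was listed at 2042, 1925 and 2360 normalized counts in WT and at 36.7, 32.9 and 59.1 in Dock3 KO, while its copy Ndufa12 on chromosome 10 was at 1055, 1471 and 1539 in WT and 3823, 2838 and 2902 in Dock3 KO. Gm10184 on chromosome 17 was at 402, 406 and 509 in WT and at 10.6, 0 and 0 in Dock3 KO, and Kpna2 on chromosome 11 at 10.1, 8.46 and 4.30 in WT and 151, 198 and 199 in Dock3 KO. Nnt on chromosome 13 (ENSMUSG00000116207), a gene known to lack several exons in a common inbred mouse substrain, was at 1130, 1410 and 1140 in WT and at 242, 344 and 194 in Dock3 KO. A second Nnt entry at the same place (ENSMUSG00000025453) was at 171, 152 and 102 in WT and at 114, 80.8 and 157 in Dock3 KO, with overlapping groups, and does not show the difference. Genotyping the animals, or reading variants from the reads, would test the hypothesis; neither was analysed here.

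Whether reads moved between a gene and its copy was tested in 2 ways, and neither decides it. Over the 62 called genes whose copy had a mean of at least 10, the copy moved the opposite way in 32 (exact binomial p = 0.899). That count cannot decide, since the copy was at least 5 times the gene for 33 of the 62, where moved reads need not set its direction, and 16 of the 62 belong to pairs counted from both sides. Among called pseudogenes lower in Dock3 KO that held at least 20% of the value of their copy in WT, the copy was higher in Dock3 KO in 12 of 14 (exact binomial p = 0.0129). The exceptions were 2610005L07Rik and 6820431F20Rik, pseudogenes that are each other's copy and were both lower. With copies that are pseudogenes left out and each copy counted once, it was higher in 11 of 11 (exact binomial p = 0.000977), with a median gain of 110% of the loss (46.9% to 205%). These limits were chosen after the values of the copies had been seen. For these pairs, such as Gm8210 with Rpl29, the higher value of the protein-coding gene may come from reads that were assigned to the pseudogene in WT.

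Whether technical differences bear on the number of calls was examined with the Gm42418 covariate and with a correction for GC content and transcript length. With log2 Gm42418 as a covariate, 53 of the 165 genes passed again and all 165 kept their sign. Since the high samples are both Dock3 KO, the covariate also takes up part of the genotype difference and a degree of freedom, and what lowered the count was not separated. After correction for GC content and transcript length, 192 genes passed, 160 of them among the 165, and all 165 kept their sign. The correction moved the log2 differences of the 165 genes by a median of 0.02 and at most 0.17. Their median absolute log2 difference was 2.01. These values argue against a smooth trend with GC content or length as the source of these 165 differences. Other forms of such a bias were not tested.

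Gm42418 and Lars2 are genes to which reads of ribosomal RNA are often assigned in mouse data, so both are candidate readouts of ribosomal RNA left after depletion. In Dock3 KO replicates 1 and 2, Gm42418 was 7.21-fold and Lars2 8.07-fold its mean in the other 4 samples, a ratio of 0.893. The ratio of Gm42418 to Lars2 in both samples, 3.00 and 2.54, lay within the range of the other 4, 2.27 to 3.69. The worth of 1 read was also highest there (1.40 and 1.52). This is consistent with incomplete depletion in these libraries. No biological explanation was tested.

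Dock3 stood at 14.98% of the WT mean in Dock3 KO replicate 1, and at 1.19% and 1.03% in replicates 2 and 3. If WT RNA of these mice had been mixed into replicate 1, other genes absent from Dock3 KO would show the same share. For 14 genes, all WT samples were at 100 or more, and replicates 2 and 3 at no more than 2% of the WT mean. They stood at a median of 0.095% in replicate 1 (highest 2.42%), so RNA of these WT mice does not account for the Dock3 value. RNA of another animal with Dock3 but without these genes would not be seen by this test. What accounts for the Dock3 value was not tested, since the position of reads along the gene was not analysed here.

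Without Dock3, the DOCK family list had an adjusted p of 0.126 and an unadjusted p of 0.0457 (limma camera), and 8 of the other 10 genes were lower, so whether the list moved apart from Dock3 stays open. For the higher extracellular matrix list, camera with the correlation estimated from the list gave an adjusted p of 0.186 and an unadjusted p of 0.0169 (limma). Fry from limma, which also allows for correlation, gave an adjusted p of 0.0222. Fry asks whether the genes of the list changed, not whether they moved against the other genes. It therefore cannot answer the question put to camera, and correlation among the genes of the list is not ruled out. Among marker lists written before the data were examined, erythrocyte markers (5 genes, median log2 difference 0.63) and adipocyte markers (8 genes, median 0.56) were higher in Dock3 KO, each with an adjusted p of 0.0243, and nerve markers (7 genes, median 0.18) were not, with an adjusted p of 0.706 (limma camera). With fry and with camera at an estimated correlation, alternatives chosen after seeing the data, 0 of the 3 marker lists passed, 0 had an unadjusted p under 0.05, and the smallest adjusted p-values were 0.552 and 0.455 (limma). More blood or fat in the Dock3 KO samples may be part of the difference, but these tests cannot decide it, and no test linked the markers to the collagen genes. Of the 21 matrix genes, 6 were lower in Dock3 KO, all named after their values were seen. Their log2 differences were -1.22 for Spp1 (unadjusted limma p 0.0477), -0.48 for Lum, -0.28 for Dcn, -0.13 for Tgfb1, -0.08 for Fn1 and -0.07 for Postn.

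Mymk, the partner of Mymx in myoblast fusion, fell below the filter on mean expression. It was chosen after its values were seen and was listed at 5.21, 11.9 and 23.02 normalized counts in WT replicates 1, 3 and 4 and at 0, 1.73 and 2.27 in Dock3 KO replicates 1, 2 and 3. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were listed at 316 or more in all 6 samples, and Xist at 16.2 or less, so the samples do not differ in the sex these genes reflect.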
